A study of Mus musculus with 2 samples. Its data were reported in "Decoding muscle-resident Schwann cell dynamics during neuromuscular junction remodeling" (2025).

How the data were processed

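Hind limb muscle (tibialis anterior and gastrocnemius) was taken 7 days after sciatic nerve crush from S100GFP transgenic mouse muscle, in which green fluorescent protein marks cells that use the S100B promoter. Viable cells were sorted by fluorescence into a GFP+ and a GFP- fraction, and each fraction was sequenced as 1 droplet library with 3' tags. The study's methods state that its single-cell experiments pooled male animals, while the series description speaks of a single crushed animal, so the number of animals behind the library is not certain. Each group therefore holds 1 library and no replicate.

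The deposited matrix of the GFP+ library holds counts of unique molecular identifiers (UMIs) per gene and barcode, made by the authors with Cell Ranger and not normalized. Its barcodes had already passed Cell Ranger's cell calling, so the content of empty droplets was not used here. The study names both GRCm38 and GRCm39 as its genome, and the matrix gives gene identifiers without coordinates. Counts of the GFP- library were not analysed here, so the planned comparison of the 2 fractions was not made. The identifiers of 21 of the 22 named genes were found in the GENCODE M39 annotation of GRCm39, from which the positions in the text were taken. The transgene was the other one. The matrix has 2 features for green fluorescent protein. One is named Gfp and held 58126 UMIs, the other held 2 UMIs, and reads that fit both sequences equally would have been left uncounted, so Gfp levels may be too low, in every class alike.

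Barcodes with more than 200 genes and under 10% mitochondrial counts were kept, as in the study. The study's DoubletFinder and DecontX were replaced. Doublets were scored with Scrublet (scanpy 1.11.5), which found no threshold of its own. The highest-scoring share, 0.4% for each 1000 barcodes, was removed, which came to 14.6% of the filtered barcodes. Of the 5015 removed, 148 had at least 5000 UMIs, so deep cells were hardly filtered for doublets, and some may remain among the 8553 deep cells kept. Counts were scaled to 10000 per cell and log-transformed. The 2000 most variable genes (without the named genes), 30 principal components, a shared neighbour graph of 20 neighbours and Leiden clustering at resolution 1 (python-igraph 0.11.9) gave the clusters. The Schwann-like cells were clustered again with 1000 variable genes, 15 components and resolution 0.5.

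Clusters were named from lists of marker genes fixed before the data were examined, as were the alternatives except where stated. A marker counted when at least 10% of a cluster's cells held it at 1.5 times the level of all other cells or more, and a name needed 3 such markers. The name with the highest mean log2 fold of its 3 strongest markers, multiplied by the square root of the share of its markers that counted, was taken. The square root term was added after a first form of this score had given a cluster led by mesenchymal genes a smooth muscle name. A cluster stayed unnamed when another list had more markers among its 10 genes with the highest fold. No cluster took the perineurial, endoneurial, lymphatic endothelial, T and NK, B, mast, adipocyte or epithelial name. The named genes, also fixed beforehand, were the reporter, S100b, the genes the study uses for Schwann cell subtypes, Spp1 and its receptors, and genes of the response to nerve crush. For each cluster, up to 5 of its 10 genes with the highest fold are given only to say what the cluster is.

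The UMIs of a gene were summed over the cells of a class and divided by all UMIs of that class to give CPM, counts for each 1000000 UMIs, with an exact Poisson 95% interval. Shares carry exact binomial (Clopper-Pearson) 95% intervals, and log2 ratios of 2 CPM values carry exact conditional ones. All intervals cover counting error only. With 1 library there is no test and no p-value. Shares of cells with a UMI were taken after thinning each cell at random to 1000 UMIs, which left out no cell, with the unthinned share beside them. Alternatives were a filter of more than 500 genes and under 5% mitochondrial counts, no doublet removal, resolutions 0.5 and 2, 3000 variable genes with the named genes, thinning to 500 UMIs or none, a gate on 4 Schwann genes (at least 3 UMIs over at least 2 of them), and removal of RNA from other cells with a mixture model of the DecontX kind, followed by the same filter on genes. After the data were seen, cells with at least 5000 UMIs were added as a subset, with the names of the full clustering.

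The steps were tested on simulated data of 4020 cells, 32287 genes and 6 classes, with shallow cells that drew 40% of their UMIs from the pooled library. In this test 100.0% of each class was named rightly. The simulated classes were built from deep cells of this library picked by the same marker lists. This outcome therefore checks that the steps run, and does not measure how well real cells were named. The mixture model estimated 33.7% in those shallow cells, and 15.4% in deep cells made with 3%, so it overcorrects deep cells. Of 1000 simulated ratio intervals, drawn with counting error only, 97.1% held the true ratio. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0 and matplotlib 3.10.9 were used with random seed 1.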

Results

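The transcriptomes of single GFP+ cells from denervated hind limb muscle were measured 7 days after sciatic nerve crush, to find which cells carry the S100 reporter and what state the muscle's Schwann cells are in. The GFP+ library held 36400 barcodes and 170648616 UMIs over 32287 features. A barcode held a median of 2130 UMIs and 1157 genes, and a median of 3.77% of its counts were mitochondrial. Of these barcodes, 98 had 200 or fewer genes and 1899 had 10% or more mitochondrial counts. The filter left 34441 barcodes, and removal of 5015 predicted doublets left 29426 cells.

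The depth per barcode had 2 modes, separated by a dip near 5000 UMIs. At least 5000 UMIs were found in 8894 barcodes, and 27506 barcodes had fewer. Among the cells kept, 8553 (29.1%) were deep in this sense, with a median of 11728 UMIs, and 20873 were shallow, with a median of 1721 UMIs. Because shallow cells of most classes carried RNA of other classes, values are given for all cells kept and, as a choice made after the data were seen, for deep cells.

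**Figure D1:**
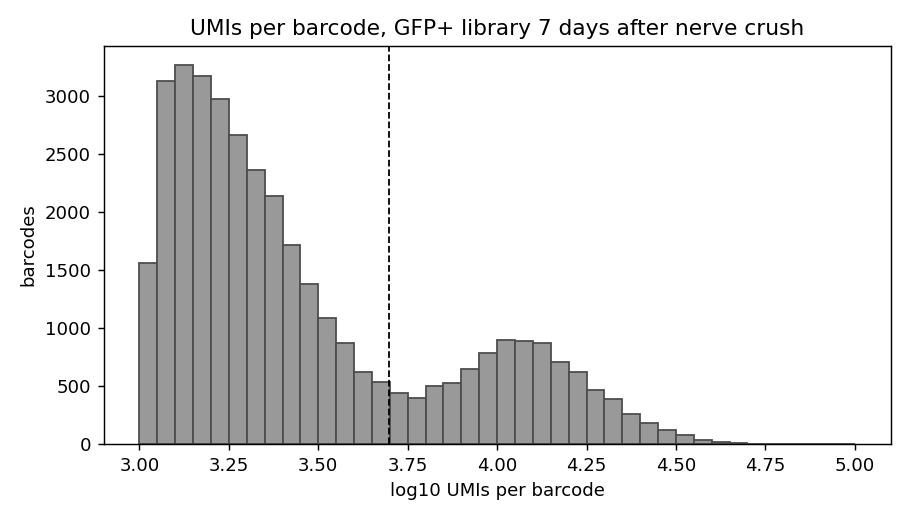
Number of barcodes (y) by log10 of their UMIs (x) in the GFP+ library, before any filter. The dashed line marks 5000 UMIs, which 8894 of the 36400 barcodes reached.

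Clustering gave 38 clusters, of which 36 were named by fixed markers as 12 classes. In this library sorted for GFP, mesenchymal-like cells were the most frequent class, with 10438 of 29426 cells (35.5%, 95% interval 34.9 to 36.0%). Monocyte/macrophage-like cells made up 30.6% (30.1 to 31.2%), tenocyte-like cells 9.38% (9.05 to 9.71%) and dendritic-like cells 4.89% (4.65 to 5.14%). Smooth muscle and pericyte-like, satellite cell and myoblast-like, Schwann-like, endothelial-like, erythroid-like, muscle fibre-like and neutrophil-like cells, and the 2 proliferating clusters together, each held between 0.669% and 3.49%. The order of the 2 largest classes was not firm. Monocyte/macrophage-like cells came first at resolution 0.5, with 28.8% against 21.9% mesenchymal-like cells, and after removal of RNA from other cells, with 36.8% against 27.6%. Depth moved these 2 shares more than any planned setting did. Among deep cells, monocyte/macrophage-like cells made up 61.7% (60.7 to 62.7%) and mesenchymal-like cells 17.3% (16.5 to 18.1%). Only 14.2% of the mesenchymal-like cells were deep, compared with 58.5% of the monocyte/macrophage-like cells.

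The 27 monocyte/macrophage markers summed to 13501 CPM in shallow mesenchymal-like cells, 2439 CPM in deep ones and 38253 CPM in deep monocyte/macrophage-like cells. In Schwann-like cells the same sum was 19255 CPM in shallow and 6008 CPM in deep cells. The sum of the 24 Schwann markers ran the other way, with 1336 CPM in shallow and 4398 CPM in deep Schwann-like cells. The sum of the 20 mesenchymal markers hardly fell, from 10255 CPM in shallow to 9572 CPM in deep Schwann-like cells, compared with 53779 CPM in deep mesenchymal-like and 1243 CPM in deep endothelial-like cells. Deep Schwann-like cells were therefore not shown to be free of RNA from other classes. Deep endothelial-like cells were not shown to be free of it either, since they held the monocyte/macrophage markers at 10809 CPM.

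Schwann-like cells numbered 808, which was 2.75% (2.56 to 2.94%) of the cells kept, in 2 clusters. The larger cluster held 694 cells with a median of 1624 UMIs and was led by Adgrl3, Nkain2, Btc, Zfp536 and Cdh19. The smaller held 114 cells with a median of 7268 UMIs and was led by Adgrl3, Cdh19, Nkain2, Luzp2 and Tenm3. Of the Schwann-like cells of both clusters, 114 were deep, or 1.33% (1.10 to 1.60%) of deep cells. A gate that asked for UMIs of 2 of 4 Schwann genes found 186 cells, of which 168 were in the Schwann-like class.

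The study's question about Schwann cell subtypes was addressed by clustering the 808 cells again, which gave 7 subclusters. The third subcluster, with 110 cells (13.6%, 11.3 to 16.2%) and a median of 6758 UMIs, was the only one named by a Schwann subset list, as non-myelinating or terminal-like, with 12 markers counting. It held 77 of the 114 deep cells. It lost that name when 3000 variable genes were used, so the name is not firm. The largest subcluster, with 358 cells (44.3%, 40.8 to 47.8%) and a median of 1560 UMIs, was set apart from the other Schwann-like cells by monocyte/macrophage markers. The next, with 172 cells (21.3%, 18.5 to 24.3%), was set apart by mesenchymal markers. The other 4 held 23 to 77 cells each and were also named by lists of other classes. No subcluster was named by the myelinating or the injury-induced list. Subclusters were compared only with the other Schwann-like cells, so a state shared evenly by all of them could not earn a name. Btc, a gene of the injury-induced list, had a fold of 11.4 in the larger Schwann-like cluster against all other cells. In the smaller cluster this fold was 59.2, so an injury-induced state of the whole class is not excluded.

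Genes of injured and immature Schwann cells were high in the Schwann-like class. Ngfr, which encodes the p75 neurotrophin receptor, lies at 95459638 to 95478561 on chromosome 11 of GRCm39 and reached 427.6 CPM (392.0 to 465.5) in deep Schwann-like cells, compared with 1.14 CPM (0.029 to 6.36) in deep endothelial-like cells, which should lack it. Gap43 reached 491.7 CPM (453.6 to 532.3), Ntng1 422.8 CPM (387.4 to 460.4) and Gdnf 157.2 CPM (136.0 to 180.9) in deep Schwann-like cells. Ccnd1 was at 155.6 CPM (134.5 to 179.1) in deep Schwann-like cells and at 117.6 CPM (96.0 to 142.7) in deep endothelial-like cells. After thinning to 1000 UMIs, an Ngfr UMI was found in 29.8% (21.6 to 39.1%) of deep Schwann-like cells and in 0% of the 69 deep endothelial-like cells (up to 5.21%), and the unthinned shares were 83.3% and 1.45% at median depths of 8465 and 10247 UMIs. The myelin gene Mbp was at 46.5 CPM (35.3 to 60.2) there, and at 68.5 CPM in deep dendritic-like cells, so it did not set Schwann-like cells apart. The terminal Schwann cell gene Kcnj10 had 4 UMIs in all 808 Schwann-like cells, and Cspg4 had 21. The Cspg4 level of 8.20 CPM (5.08 to 12.5) was indistinguishable at this depth from the 8.38 CPM (7.52 to 9.32) of mesenchymal-like cells.

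The reporter's RNA was compared across classes to see which sorted cells transcribed it. A Gfp UMI was found in 16436 of the 36400 barcodes (45.2%). Gfp was at 477.4 CPM (451.0 to 504.9) in Schwann-like cells and 462.7 CPM (457.8 to 467.7) in monocyte/macrophage-like cells, a log2 ratio of the second to the first of -0.04 (-0.13 to 0.04). Mesenchymal-like cells had 177.0 CPM (172.9 to 181.2), and the log2 ratio of Schwann-like to mesenchymal-like cells was 1.43 (1.34 to 1.52). The alternative that moved this ratio most was removal of RNA from other cells, which gave 2.66. Among deep cells, Gfp was at 506.2 CPM (467.5 to 547.3) in Schwann-like, 469.4 CPM (464.1 to 474.7) in monocyte/macrophage-like, 437.7 CPM (422.7 to 453.0) in dendritic-like, 305.9 CPM (291.8 to 320.6) in tenocyte-like, 151.9 CPM (127.2 to 180.0) in endothelial-like, 150.3 CPM (136.7 to 164.8) in satellite cell and myoblast-like and 134.1 CPM (129.4 to 138.9) in mesenchymal-like cells.

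Within the monocyte/macrophage-like class, Gfp differed between clusters beyond counting error. It was 1087 CPM (1064 to 1111) in a cluster of 794 cells led by Chil3, Nrg1, Sirpb1c, Gpr141 and Hp, and 826.8 CPM (812.0 to 841.9) in a cluster of 1645 cells led by Fabp5, Spp1, Gpnmb, F10 and Lgals3. In the largest macrophage-like cluster, led by Fcna, Ccl8, P2rx7, Lyve1 and Ltc4s, it was 216.0 CPM (210.8 to 221.2). After thinning to 1000 UMIs, 34.2% (25.6 to 43.7%) of deep Schwann-like cells, 28.6% (27.4 to 29.8%) of deep monocyte/macrophage-like cells and 10.1% (4.18 to 19.8%) of deep endothelial-like cells held a Gfp UMI, at median depths of 8465, 11216 and 10247 UMIs. Without thinning these shares were 75.4%, 79.1% and 21.7%.

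**Figure D2:**
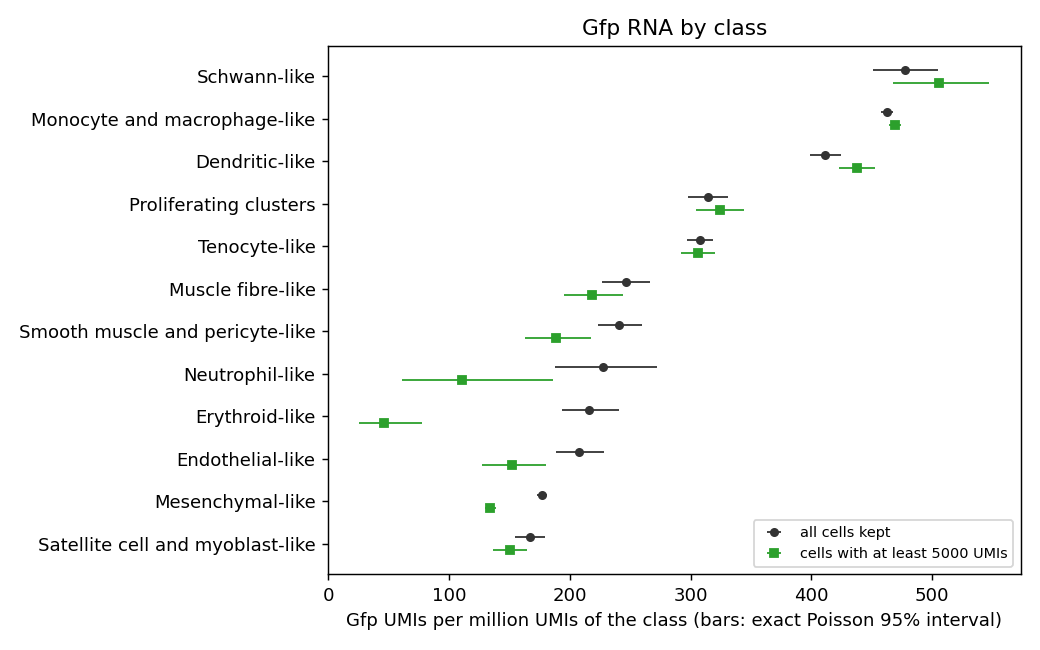
Gfp CPM of each class (x) in all cells kept (circles) and in cells with at least 5000 UMIs (squares), with exact Poisson 95% intervals. Schwann-like cells (477.4 CPM) and monocyte/macrophage-like cells (462.7 CPM) lie above mesenchymal-like cells (177.0 CPM).

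The endogenous gene S100b, at 76085090 to 76097159 on chromosome 10 of GRCm39, had 825 UMIs in the whole library. It was at 18.0 CPM (13.2 to 24.0) in Schwann-like cells, from 46 UMIs, 12.6 CPM (11.5 to 13.7) in mesenchymal-like cells and 1.48 CPM (1.22 to 1.79) in monocyte/macrophage-like cells. The log2 ratio of Schwann-like to mesenchymal-like cells was 0.51 (0.05 to 0.95), and among deep cells it was 0.39 with an interval that included 0 (-0.27 to 0.99), so that no difference was detectable there. These intervals treat UMIs as independent, but the 46 UMIs lay in only 3.09% of Schwann-like cells. The lower end of 0.05 therefore does not establish a difference in all cells either. After thinning, 0 of the 114 deep Schwann-like cells (up to 3.18%) and 1.69% (1.10 to 2.48%) of deep mesenchymal-like cells held an S100b UMI, at median depths of 8465 and 15150 UMIs. The unthinned shares were 10.5% (5.56 to 17.7%) and 16.6% (14.8 to 18.6%), and the deep Schwann-like cells held 24 S100b UMIs, so the 0 after thinning does not mean absence. The class with the second highest Gfp level had little S100b RNA. After thinning, 1.24% (0.595 to 2.26%) of Schwann-like cells and 0.135% (0.00341 to 0.748%) of endothelial-like cells held an S100b UMI, at median depths of 1738 and 1688 UMIs, and the unthinned shares were 3.09% and 0.269%.

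Spp1, which encodes osteopontin and lies at 104582165 to 104589235 on chromosome 5 of GRCm39, was compared across classes because the study assigns it a part in repair. It was at 474.7 CPM (469.7 to 479.8) in monocyte/macrophage-like cells and 64.5 CPM (55.0 to 75.1) in Schwann-like cells, a log2 ratio of 2.88 (2.66 to 3.11), and 3.50 among deep cells. The ratio was lowest, 2.57, without doublet removal. Most of it lay in 2 monocyte/macrophage-like clusters. The Fabp5 and Gpnmb cluster had 1888 CPM (1865 to 1910). A second cluster, of 560 cells led by Spp1, Fabp5, Lgals3, Prdx1 and Chil3, had 3327 CPM (3224 to 3431). Since Spp1 ranked among the leading genes of both clusters, these levels describe the clusters, although Spp1 took no part in forming them. Coro1a, which the study pairs with Spp1, was at 344.9 CPM (335.4 to 354.7) and 230.3 CPM (203.9 to 259.0) in these clusters and higher, at 944.0 CPM (922.1 to 966.3), in the Chil3-led cluster. A mesenchymal-like cluster of 206 cells led by Apod, Tenm2, Col28a1, Smim41 and Nr2f2 had 748.9 CPM (690.6 to 810.8) of Spp1. Deep satellite cell and myoblast-like cells had 362.3 CPM (341.1 to 384.5) of Spp1, but few cells decided this value. Only 1.08% of these 277 cells held an Spp1 UMI after thinning and 3.61% unthinned, at a median depth of 9267 UMIs.

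In deep Schwann-like cells Spp1 was at 36.9 CPM (27.0 to 49.2), near the 35.1 CPM (32.8 to 37.6) of deep mesenchymal-like cells. Deep endothelial-like cells had 62.8 CPM (47.3 to 81.8), an interval that overlaps the Schwann-like one, but few cells decided this value. Unthinned, 5.80% of the 69 deep endothelial-like and 9.65% of the 114 deep Schwann-like cells held an Spp1 UMI. After thinning these shares were 1.45% and 0%, at median depths of 10247 and 8465 UMIs. Deep Schwann-like cells were therefore not shown to lie below endothelial-like cells. In the non-myelinating or terminal-like subcluster Spp1 was at 4.60 CPM (1.25 to 11.8), from 4 UMIs. Thinned to 1000 UMIs, 7.43% (5.71 to 9.46%) of all Schwann-like cells held an Spp1 UMI, compared with 4.31% (2.96 to 6.03%) of endothelial-like cells, at median depths of 1738 and 1688 UMIs, and the unthinned shares were 11.9% and 6.73%. The share in erythroid-like cells, which should also lack it, was 14.9% (12.4 to 17.8%) after thinning and 21.1% without, at a median depth of 1636 UMIs. Among shallow cells Spp1 was at 90.6 CPM (75.1 to 108.4) in Schwann-like cells, above the 45.9 CPM (34.7 to 59.4) of endothelial-like cells and below the 160.8 CPM (154.9 to 166.8) of mesenchymal-like and 292.0 CPM (262.9 to 323.4) of erythroid-like cells.

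**Figure D3:**
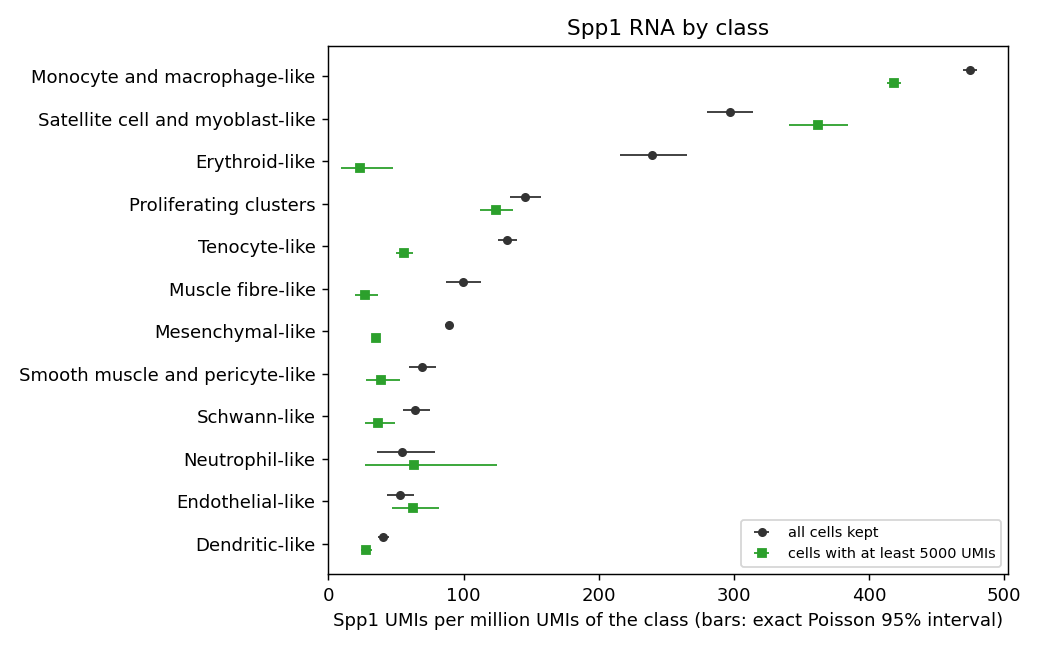
Spp1 CPM of each class (x) in all cells kept (circles) and in cells with at least 5000 UMIs (squares), with exact Poisson 95% intervals. Monocyte/macrophage-like cells had 474.7 CPM and Schwann-like cells 64.5 CPM.

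Among genes for receptors of osteopontin, Cd44 was higher in monocyte/macrophage-like cells, at 629.7 CPM (623.9 to 635.4), than in Schwann-like cells, at 373.1 CPM (349.8 to 397.5), a log2 ratio of 0.76 (0.66 to 0.85). In deep Schwann-like cells Cd44 was at 267.1 CPM (239.2 to 297.4), within the interval of deep endothelial-like cells (224.5 to 292.9). The endothelial-like cells held the monocyte/macrophage markers at 10809 CPM, above the 6008 CPM of the Schwann-like cells. They do not give a clean background for Cd44, so the overlap does not show that Schwann-like cells lack it. The integrin genes Itgav and Itgb1 were higher in Schwann-like cells. Itgav was at 375.4 CPM (342.2 to 411.0) in deep Schwann-like and 188.7 CPM (185.4 to 192.1) in deep monocyte/macrophage-like cells, and Itgb1 at 581.6 CPM (540.0 to 625.5) and 281.9 CPM (277.8 to 286.0). Itgb5 was at 52.9 CPM (41.0 to 67.4) in deep Schwann-like cells and higher, at 72.5 CPM (70.4 to 74.6), in deep monocyte/macrophage-like cells. It was at 145.2 CPM (140.4 to 150.2) in deep mesenchymal-like cells. Itgb3 had 4 UMIs in deep Schwann-like cells and was at 19.7 CPM (18.0 to 21.6) in deep mesenchymal-like cells.

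For the transforming growth factor beta pathway, Tgfb1 was at 276.0 CPM (272.0 to 280.1) in deep monocyte/macrophage-like cells and 124.3 CPM (105.5 to 145.5) in deep Schwann-like cells. Tgfbr2 was at 162.0 CPM (140.5 to 186.0) in deep Schwann-like, 158.8 CPM (133.5 to 187.5) in deep endothelial-like and 294.9 CPM (288.0 to 302.0) in deep mesenchymal-like cells. Col1a1 was at 936.2 CPM (883.2 to 991.5) in deep Schwann-like and 84.5 CPM (66.4 to 106.1) in deep endothelial-like cells, and at 5196 CPM (5167 to 5225) in deep mesenchymal-like cells. Relative to deep mesenchymal-like cells, deep Schwann-like cells held Col1a1 at about the same fraction as the sum of the mesenchymal markers given above, so RNA of mesenchymal-like cells may account for all of it, and the value is not evidence of Col1a1 in Schwann cells. It is not evidence against it either. A similar fraction could arise if Schwann cells used mesenchymal and collagen genes themselves, as the study reports for some of its myelinating subtypes. Among Schwann-like subclusters Col1a1 was 517.3 CPM in the non-myelinating or terminal-like one, 2401, 3542 and 819.8 CPM in the 3 with a mesenchymal name, of 172, 34 and 34 cells, 2430 CPM in the one with a tenocyte name, 1556 CPM in the one with a dendritic name and 294.8 CPM in the one with a monocyte/macrophage name.

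Proliferating clusters held 732 cells (2.49%, 2.31 to 2.67%). In them Mki67 was at 500.8 CPM (480.1 to 522.1), and 27.7% (24.5 to 31.1%) of cells held an Mki67 UMI after thinning to 1000 UMIs, or 51.6% unthinned. Of the Schwann-like cells, 3.34% (2.21 to 4.82%) held an Mki67 UMI after thinning and 6.93% unthinned. These shares were 3.36% (2.19 to 4.93%) and 6.86% in endothelial-like cells and 1.92% (1.66 to 2.20%) and 3.77% in mesenchymal-like cells, at median depths of 1738, 1688 and 1880 UMIs. Removal of RNA from other cells raised the Schwann-like share to 4.92% (3.07 to 7.42%) and lowered the mesenchymal-like share to 0.605% (0.388 to 0.898%). Among deep cells, Mki67 was at 8.82 CPM (4.41 to 15.8) in Schwann-like, 7.49 CPM (6.41 to 8.69) in mesenchymal-like, 25.1 CPM (15.7 to 38.0) in endothelial-like and 31.4 CPM (30.1 to 32.8) in monocyte/macrophage-like cells. Endothelial-like cells may cycle themselves, so they do not give a background for this gene, and whether some Schwann-like cells outside the proliferating clusters were in cycle is left open.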

Values the study reported

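The study reported 39,366 cells from mice 7 days after nerve crush, over GFP+ and GFP- cells together, after keeping cells with more than 200 genes and less than 10% mitochondrial reads. Among these cells 369 were called Schwann cells. Across all its groups the study described 5 Schwann cell subtypes, of which 3 were myelinating and 2 terminal. It found neither mSC-A, the subtype with classical myelin pathways, nor the terminal tSC-A 7 days after crush. The study tied the myelinating subtype mSC-B to mesenchymal differentiation genes and mSC-C to collagen and matrix genes. Both had larger shares after denervation than in its controls. The terminal subtype it calls tSC-B made up approximately 50% of the Schwann cells 7 days after crush.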

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

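The subset of deep cells (at least 5000 UMIs) and its comparisons were chosen after the data were seen, and the other alternatives before the data were examined. The log2 ratios of Ngfr, Gap43, Ntng1 and Mbp between Schwann-like and endothelial-like cells stayed above 0 under each of the 5 to 7 alternatives that gave them. Those of Itgav, Itgb1 and Itgb3 between monocyte/macrophage-like and Schwann-like cells stayed below 0. The ratio of Itgb5 between these 2 classes went the other way. It was 0.33 (0.093 to 0.58) in all cells kept and 0.25 to 0.66 under the alternatives. The non-myelinating or terminal-like subcluster held 0 Itgb3 UMIs, so the Itgb3 ratio does not show Itgb3 in Schwann cells. The ratio of S100b between Schwann-like and mesenchymal-like cells ranged from 0.39 to 0.66 over 7 alternatives, and its interval included 0 under 2 of them, deep cells (-0.27 to 0.99) and removal of RNA from other cells (-0.0030 to 1.03). Cells kept ranged from 22046 (more than 500 genes and under 5% mitochondrial counts) to 34441 (no doublet removal). No ratio was formed where a class held no UMI, as for Spp1 in Schwann-like cells after RNA of other cells was removed.

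With deep cells only, the Schwann-like number was 114 and its share 1.33%, the mesenchymal-like share was 17.3% and the monocyte/macrophage-like share 61.7%, and 67.5% of Schwann-like cells were in the non-myelinating or terminal-like subcluster. The log2 ratio of monocyte/macrophage-like to Schwann-like cells was 1.24 for Cd44 and 3.50 for Spp1, that of Schwann-like to mesenchymal-like cells was 1.92 for Gfp, and 0.877% of Schwann-like cells held an Mki67 UMI. The ratio of Spp1 between Schwann-like and mesenchymal-like cells, -0.47 in all cells, changed sign to 0.070 (-0.39 to 0.50).

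With the stricter filter there were 533 Schwann-like cells (2.42%) and 38.5% mesenchymal-like cells. The log2 ratio of monocyte/macrophage-like to Schwann-like cells was 0.045 for Gfp and 0.96 for Cd44, and that of Spp1 between Schwann-like and mesenchymal-like cells changed sign to 0.0096 (-0.23 to 0.24). Both intervals span 0. The same ratio was -1.82 at resolution 0.5 and -1.11 without doublet removal. Without doublet removal the mesenchymal-like share was 39.9% and the monocyte/macrophage-like share 25.9%, the ratio of Gfp between Schwann-like and mesenchymal-like cells was 1.23 and that of Spp1 between monocyte/macrophage-like and Schwann-like cells 2.57.

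With RNA of other cells removed, 24645 cells still had more than 200 genes. The mesenchymal-like share was then 27.6%, the monocyte/macrophage-like share 36.8%, and 0% of Schwann-like cells were in a subcluster named non-myelinating or terminal-like. The Gfp ratio was -0.20 between monocyte/macrophage-like and Schwann-like cells and 2.66 between Schwann-like and mesenchymal-like cells, the Cd44 ratio was 0.90, and 4.92% of Schwann-like cells held an Mki67 UMI among those with enough UMIs left to thin.

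The subcluster name was also lost (0%) with 3000 variable genes. The mesenchymal-like and monocyte/macrophage-like shares were 21.9% and 28.8% at resolution 0.5, and 34.1% and 31.7% at resolution 2, so that monocyte/macrophage-like cells were the more frequent class at resolution 0.5, after removal of RNA from other cells and among deep cells. The gate on 4 genes found 186 Schwann cells, 109 of them deep, since shallow cells seldom held 3 UMIs of these genes. The Mki67 share of Schwann-like cells was 1.61% when thinned to 500 UMIs and 6.93% when not thinned, as the number of UMIs read sets it. For the other moves the cause was not tested. Depth limits what can be said of the Schwann-like class, of whose 808 cells 694 were shallow.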

Other observations

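The tests on Gfp and Spp1 in this part were chosen after those levels had been seen, while the 2 tests on monocyte/macrophage RNA in shallow cells were fixed before their values were computed.

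Shallow cells of classes other than monocyte/macrophage-like carried monocyte/macrophage RNA. If a minority of droplets with 2 cells had caused this, most shallow mesenchymal-like cells would have been nearly free of it. Only 10.9% (10.3 to 11.6%) of them held the 27 markers at under 10% of the level of deep monocyte/macrophage-like cells, compared with 81.8% of deep mesenchymal-like cells, which argues against that explanation. Free RNA of 1 composition as the whole cause would give every shallow Schwann-like cell the same split between monocyte/macrophage and mesenchymal marker UMIs, apart from random draws. The dispersion ratio of that split was 21.4 over 694 cells, while 100 simulated draws gave 0.876 to 1.13. The ratio was also high, at 102.2, in deep Schwann-like cells, which held less monocyte/macrophage RNA, so differences in the cells' own RNA or cells placed in the wrong class are enough to raise it. Free RNA as the whole cause, free RNA with fragments or clumps of several cells, and misplaced cells therefore cannot be told apart by this ratio. The design names 1 group with counts, so no biological explanation was tested.

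Monocyte/macrophage-like cells held nearly as much Gfp RNA as Schwann-like cells. Free RNA would bring deep monocyte/macrophage-like and deep mesenchymal-like cells to about the same level, but the log2 ratio between them was 1.81 (1.75 to 1.86). RNA of Schwann cells, whether taken up or from a cell in the same droplet, would bring the Schwann cells' other transcripts along. Gfp in deep monocyte/macrophage-like cells was at 92.7% of the level of deep Schwann-like cells, while the 24 Schwann markers were at 3.74%, which argues against this source. Transcription of the reporter in these cells is a candidate explanation, as a hypothesis. It could not be set against the GFP- cells, whose counts were not used here, and reads of another transcript assigned to the Gfp feature were not tested.

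Spp1 RNA in shallow Schwann-like cells was at 90.6 CPM (75.1 to 108.4). These cells held the monocyte/macrophage markers at 51.3% of the level of monocyte/macrophage-like cells, which at the mean Spp1 level of that class would bring 243.3 CPM of Spp1. The observed level was 0.372 (0.309 to 0.446) of that, so RNA of monocyte/macrophage-like cells may account for all of it. Any lower level would have passed as well, so this comparison cannot exclude Spp1 RNA of the Schwann-like cells' own. Spp1 did not follow the marker sum across shallow classes. Endothelial-like cells held more of these markers (17876 CPM) than mesenchymal-like cells (13501 CPM), but less Spp1. The monocyte/macrophage-like class is uneven in Spp1, and which of its clusters the RNA came from was not tested.

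Schwann-like cells in the GFP+ library numbered 808. That is higher than the number quoted from the study above, which rests on other doublet and ambient RNA tools and on names built differently. The stricter filter (533 cells), removal of RNA from other cells (670 cells) and no doublet removal (961 cells) also gave more cells than the study. So did resolutions 0.5 (805 cells) and 2 (817 cells) and 3000 variable genes (810 cells). The gate on 4 genes (186 cells) and the deep cells alone (114 cells) lie below the study's number.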
